# Astrocytes influence medulloblastoma phenotypes and CD133 surface expression

**DOI:** 10.1371/journal.pone.0235852

**Published:** 2020-07-06

**Authors:** Emily Gronseth, Ankan Gupta, Chris Koceja, Suresh Kumar, Raman G. Kutty, Kevin Rarick, Ling Wang, Ramani Ramchandran

## Abstract

The medulloblastoma (MB) microenvironment is diverse, and cell-cell interactions within this milieu is of prime importance. Astrocytes, a major component of the microenvironment, have been shown to impact primary tumor cell phenotypes and metastasis. Based on proximity of MB cells and astrocytes in the brain microenvironment, we investigated whether astrocytes may influence MB cell phenotypes directly. Astrocyte conditioned media (ACM) increased Daoy MB cell invasion, adhesion, and *in vivo* cellular protrusion formation. ACM conditioning of MB cells also increased CD133 surface expression, a key cancer stem cell marker of MB. Additional neural stem cell markers, Nestin and Oct-4A, were also increased by ACM conditioning, as well as neurosphere formation. By knocking down *CD133* using short interfering RNA (siRNA), we showed that ACM upregulated CD133 expression in MB plays an important role in invasion, adhesion and neurosphere formation. Collectively, our data suggests that astrocytes influence MB cell phenotypes by regulating CD133 expression, a key protein with defined roles in MB tumorgenicity and survival.

## Introduction

Medulloblastoma (MB) is a pediatric brain tumor that can occur in the cerebellum or in the brainstem. Large genomic studies have stratified the tumors into at least four molecular subtypes [1, 2] which has been critical to advance research and clinical understanding of MB. Analyzing the genomic landscape of the tumor cells themselves is important, however it is now well appreciated that the tumor microenvironment has an equally important role in contributing to tumor cell fate. Most importantly, it’s been shown that various factors in a tumor microenvironment have significant effects on response to therapy [3, 4]. Therefore, to improve current treatments for MB, understanding how factors and cells within the MB tumor microenvironment may be influencing tumor cells is necessary.

Astrocytes are one of the most abundant cell types in the brain. In healthy conditions, these glial cells via their endfeet extensions maintain homeostasis by regulating neuronal signaling, the blood brain barrier, and neural stem cell populations. In disease states, they become ‘activated’ through reactive astrogliosis, which shifts their function to become immune modulating, a function shared with microglia in the brain [5]. Previously, we have shown that astrocytes influence breast cancer cell invasion and facilitates its metastasis to the brain [6, 7]. In primary brain tumors, such as MB, tumor-associated astrocytes have been found to secrete sonic hedgehog (SHH), which directly increased Nestin expression and proliferation of MB cells derived from a genetic mouse model of SHH MB [8]. Metastatic MB tumor-associated astrocytes were also recently identified to secrete chemokine C-C ligand 2 (CCL2), which enriched stem cell properties in MB cells, including expression of CD133 [9]. CD133 expression was also found to play a role in glioblastoma stem cells, wherein only CD133 positive cells showed increased invasion and radioresistance upon co-culture with astrocytes [10, 11]. Interestingly, Singh et al. [12] first isolated and described MB and glioblastoma stem-like cells using CD133 as the distinguishing marker. Here, CD133 positive cells were tumor initiating and grew as neurospheres *in vitro*, whereas CD133 negative cells lacked those properties [12]. Subsequent research on CD133’s function in MB has shown that it plays a role in cell survival and therapy resistance through several pathways, including PI3K/AKT [13, 14], Notch [15], and STAT3 [9, 16]. Thus, interest in CD133 as both a target and a regulatory molecule in the MB tumor microenvironment is high. In this study, we further investigate astrocytes’ influence on CD133 expression in MB cells, and the role of CD133 in contributing to ACM-associated MB phenotypes.

## Materials and methods

### Cell culture

Daoy cells were obtained from American Type Culture Collection (ATCC HTB-186). UW228/1 cells [17] were generously shared by Dr. John Silber (University of Washington). Daoy and UW228/1 cells were subject to Short Tandem Repeat (STR) analysis to confirm authentication and lack of contamination with other cells types. Both cells types were cultured in Dulbecco’s Minimum Essential Medium (DMEM, Thermo Fisher Scientific, Waltham, MA) with the supplementation of 10% fetal bovine serum (FBS, Thermo Fisher Scientific) and 1% antibiotic-antimycotic (Thermo Fisher Scientific) at 37°C in a humidified 5% CO_2_ incubator. For conditioning of MB cells, normal culture media was replaced with the respective conditioned media for the respective lengths of time.

### Preparation of conditioned media

Primary neonatal rat astrocyte conditioned media was prepared as previously described [6, 7]. For microglia conditioned media, primary neonatal rat glial cells were isolated and cultured as previously described [18]. Upon culture confluence, cells were dissociated using 0.25% Trypsin EDTA (Thermo Fisher Scientific) and microglia were isolated by fluorescence activated cell sorting (FACS) for CD11b/c positive cells. The sorted cells were cultured on poly-d-lysine coated plates (Sigma-Aldrich, 10 μg/mL) in DMEM with 10% FBS, and purity was confirmed by immunofluorescence and the absence of staining for astrocytes with a GFAP antibody. Conditioned media was collected after 48 h of incubation with microglia cultures of 70% or greater confluence. Mouse embryonic fibroblasts (MEFs) were purchased from ATCC and cultured in DMEM with 10% FBS. Conditioned media was collected after 48 h of incubation with the MEF cultures of 70% or greater confluence. All conditioned media were filtered through 0.4 μM filters prior to use to remove any dead cells or cellular debris.

### Reagents and antibodies

Anti CD133 (ab222782; 1:1000) and anti Nestin (ab134017; 1:500) antibodies were purchased from Abcam (Cambridge, MA). Anti Sox2 clone D6D9 (3579; 1:1000) and anti Oct-4A clone C30A3 (2840; 1:500) antibodies were purchased from Cell Signaling (Danvers, MA). Anti L1CAM (AF277; 1:1000) and anti-NFASC (AF2325; 1:500) were purchased from R&D Systems (Minneapolis, MN). Anti NCAM2 (sc-136328; 1:500) was purchased from Santa Cruz Biotechnology (Dallas, TX). Anti β-actin clone AC-40 (GTX11003; 1:10000) was purchased from Genetex (Irvine, CA). Anti CD11b/c clone OX-42 (201807; 1:100) was purchased from BioLegend (San Diego, CA). Anti CD133 clone TMP4 (46-1338-42: 1:200) antibody, Live/Dead fixable red stain (1:200; L34972) and Live/Dead fixable yellow stain (1:200; L34968) were purchased from Thermo Fisher Scientific. Secondary anti-rabbit IgG HRP-linked (7074; 1:10000) and anti-mouse IgG HRP-linked (7076; 1:10000) antibodies were purchased from Cell Signaling. Recombinant bFGF (233-FB) and EGF (236-EG) were purchased from R&D Systems (Minneapolis, MN).

### Microarray analysis

Cell pellets from Daoy cells cultured in their respective conditions were collected, frozen, and sent to Arraystar, Inc. (Rockville, MD) for RNA isolation and analysis via a Whole Human Genome Oligo Microarray (4 x 44K, Agilent Technologies, Santa Clara, CA). Genes with > 2 fold change and a *p*-value ≤ 0.05 were considered differentially expressed. Arraystar assisted in the generation of heat map and volcano plots. Microarray data has been deposited to Gene Expression Omnibus (GEO) under accession number GSE148540.

### Real time qPCR

Total RNA was isolated using TRIzol reagent (Thermo Fisher Scientific) following the manufacturer’s protocol. Total cDNA was made from 3μg RNA using SuperScriptIII reverse transcriptase (Thermo Fisher Scientific). qPCR was ran using TaqMan pre-designed probes and reagents (Thermo Fisher Scientific). The comparative Ct method was used to analyze mRNA levels using 18S as the normalization control. The following TaqMan probes were used: *L1CAM* (Hs01109748_m1); *NCAM2* (Hs00189850_m1); *NFASC* (Hs00391791_m1); *18S* (Hs99999901_s1).

### Adhesion assay

This assay was performed similar to previously described [19]. Briefly, 96-well culture plates were coated with 10 μg/mL fibronectin (Sigma-Aldrich) for 1 h at 37°C followed by blocking with 10 mg/mL heat denatured bovine serum albumin (BSA; Rockland Immunochemicals, Inc., Limerick, PA) in PBS for 45 mins at room temperature. Plates were washed prior to use. MB cells were cultured in the respective conditions for 48 h prior to being harvested and re-seeded at 10,000 cells per well in the same media they were cultured in. Cells were seeded in quadruplicate wells and allowed to adhere for 1 h at 37°C in a humidified 5% CO_2_ incubator. Cells were washed thoroughly with light uniform tapping on the plates with each wash, fixed using 4% PFA, and stained with crystal violet. Brightfield images were captured using a Keyence BZ-X microscope (Osaka, Japan) at 10X magnification. Stained cells were dissolved in 30 μL 2% sodium dodecyl sulfate and optical density was assessed at 595 nm. The adherent cells were quantified either by calculating the average number of cells per image, three images per well, or by the OD 595 values.

### Boyden chamber invasion assay

Serum starved MB cells were seeded in the upper wells of 24-well Boyden chamber Matrigel coated invasion inserts (BD Biosciences). The inserts were placed in wells with normal or conditioned media and incubated at 37°C in a humidified 5% CO_2_ incubator for the indicated time points. The inserts were then fixed in 4% PFA for 15 mins at room temperature, and then stained with crystal violet (Sigma). The cells remaining in the upper well were removed with a cotton swab. The invasive cells were imaged using both a Zeiss Axio Observer Z1 (Oberkocken, Germany) at 10X magnification and the Keyence BZ-X microscope (Osaka, Japan), also at 10X magnification. The invasive cells were quantified by calculating the average number of cells per image, five images per insert.

### Zebrafish xenotransplant MB cell injections

Zebrafish work was performed under approved AUA320 protocol by the MCW IACUC committee. We utilized 48 hours post fertilization (hpf) embryos of the *Tg(flk*:*mCherry)* reporter line which has red fluorescent vasculature crossed on an *Absolut*^*+/+*^ background (*ednrbl*^*-/-*^*mitfa*^*-/-*^) to enable complete transparency through adulthood. Prior to injection, embryos were manually dechorionated, screened for vascular mCherry expression, and anesthetized with tricaine. Daoy cells stably expressing m-Emerald were cultured for 48 h in control media or ACM. Cells were collected and brought to a single cell suspension in PBS + 5% FBS at a concentration of 50–100 cells in 1–4 nL (optimized previously by dispensing the injected volume into oil on a microscope slide and manually counting). Cells were then loaded into a pulled glass microneedle broken to approximately 15 μm internal and 18 μm external diameters. The microneedle was driven by a WPI pv820 Pneumatic Picopump. Cells were microinjected into the visible hindbrain ventricle of the embryos, positioned using a soft agarose mold in alignment with the injection apparatus. Two hours after injection, embryos to be imaged were anesthetized and laterally mounted in 1% agarose on glass bottom dishes, with E2 buffer covering the top.

### Zebrafish xenotransplant confocal imaging and quantification

A LSM510 Meta confocal microscope (Carl Zeiss, Jena, Germany) was used for the time-lapse imaging of the xenotransplanted cells. The microscope was programmed to take images every three mins for 24 h, spanning the entire depth of cells injected. The imaging chamber was kept humidified and at 32°C (temperature pre-determined to keep both embryos and cells alive) with 5% CO_2_ [20]. To analyze cell movement and morphology of the time lapse images, Volocity software (PerkinElmer, Waltham, MA) was used. Individual cells were tracked manually, and the positions were then connected to determine the movement and path of each visible cell. Additionally, a reference point on the vasculature of the fish was manually tracked to account for any movement of the embryo during the time lapse, which was then subtracted from the calculation movement of the MB cells. For every image, the relative location/center of each cell was recorded for X, Y, and Z planes. To calculate total distance moved of each cell, the absolute change in location was calculated from each previous position and the sums from the entire time-lapse calculated (with any change in distance/location of the reference point subtracted at every position, prior to taking the sum). Total displacement was calculated by taking the square root of the sums of movement in X, Y, and Z planes. Not all cells remained within the visible field for the entirety of the 24 h time-lapse, therefore total distance and displacement were calculated for the first 250 frames, or about 12.5 h. To analyze cell morphology, cellular protrusions were measured. At every 20 frames, the diameter of each visible cell and the length of any protrusions were measured using Volocity software.

### Flow cytometry analysis

Cells were trypsinized, collected, and stained with anti-CD133 antibody as per manufacturer’s recommendation, for 30 mins at 4°C. Dead cell exclusion stain was also included and thus CD133 expression was analyzed only on viable cells. Samples were acquired on LSR Fortessa X20 (BD) and data was analyzed using FlowJo software (Treestar, Ashland, OR).

### Neurosphere formation assay

MB cells were brought to a single cell suspension in serum free media. For neurosphere formation cultures, cells were seeded at 0.5 x 10^6^ cells/mL on low-attachment plates in their control or experimental media, in the presence of 20 ng/mL bFGF and 20 ng/mL EGF. Serum free ACM was collected by culturing astrocytes in DMEM (high glucose, no glutamine, no phenol red, Thermo Fisher Scientific) and collecting the supernatant after 48 h. Control media is DMEM alone, and as a positive control condition for sphere formation, DMEM was mixed 1:1 with Ham’s F12 nutrient mix (Thermo Fisher Scientific). At 48 h, cells were imaged using a Keyence BZ-X microscope. In a six-well plate, 20 pre-programmed brightfield images per well were taken at 4X magnification with 1.7X digital zoom applied. The images were analyzed using Keyence analysis software, where sphere diameter was measured. To quantify, all spheres greater than 75 μm in diameter were measured and counted. Representative images used for visualization of the neurospheres were taken at 10X magnification and 1.8X digital zoom was applied. Measurement of neurosphere size was also done previously using a rough calibration of pixels to micrometer (μm), and then used ImageJ for further data processing. Both methods (Keyence software analysis and ImageJ analysis) yielded similar data.

### siRNA knockdowns

Trilencer-27 short-interfering RNAs (siRNAs) targeting human *CD133* were pre-designed by and purchased from Origene (SR305838; Rockville, MD). The sequence of *siCD133-1* is 5’-GGCAGAUAGCAAUUUCAAGGACUTG-3’; and the sequence of *siCD133-2* is 5’-GGCUUGGAAUUAUGAAUUGCCUGCA-3’. Gene knockdown was validated by qRT-PCR and western blotting. siRNAs were transfected into Daoy cells according to the manufacturer’s protocol. Briefly, Daoy cells were seeded to be 50–70% confluent that the time of transfection. Per well of a 6-well plate, a complex of 400 μL Opti-MEM (Thermo Fisher Scientific), 1 μL Lipofectamine RNAiMax (Thermo Fisher Scientific), and *CD133* siRNA (10 nM) or Scramble siRNA (10 nM) were added to the cells for 24–48 h.

### Protein isolation and immunoblotting

Cells cultured for protein isolation were washed with PBS prior to adding cold RIPA buffer (Thermo Fischer Scientific) supplemented with protease (cOmplete EDTA-free Protease Inhibitor cocktail, Roche, Basal, Switzerland) and phosphatase (PhoseSTOP, Roche) inhibitors. Lysates were centrifuged at 16000xg for 20 mins at 4°C followed by the collection of supernatant. Protein quantification was determined by DC Protein Assay (Bio-Rad Laboratories, Hercules, CA). Total protein lysates were loaded onto 4–20% SDS-PAGE gels (Mini-PROTEAN TGX Precast Protein Gels, Bio-Rad Laboratories) and transferred to nitrocellulose membrane. Blots were blocked at room temperature for 1 h in 5% BSA in TBST prior to incubation with primary antibody at 4°C overnight. After washing, blots were incubated with HRP-linked secondary antibodies for 1 h at room temp. Chemiluminescent signal was detected using enhanced chemiluminescent (ECL) HRP substrate (SuperSignal West Pico and Fempto solutions, Thermo Fisher Scientific) and imaged using a ChemiDoc Imaging System (Bio-Rad Laboratories). Quantification of optical densitometry was performed using ImageJ software.

### Statistical analysis

All experiments performed had a minimum of three biological replicates. Statistical analysis was done using GraphPad Prism software (GraphPad Software, Inc., San Diego, CA). Data were presented as the mean ± standard deviation (SD) calculated by two-tailed Student’s *t*-test, one-way analysis of variance (ANOVA), or two-way ANOVA, as appropriate. For all analyses, a p-value ≤ 0.05 was considered statistically significant.

## Results

### Astrocyte secreted factors alter MB cell gene expression

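Gene expression was measured in Daoy cells, an established human MB line, after culture in medium collected from rat astrocytes (ACM) or in control medium (DMEM) for 1 passage (P1) or 3 passages (P3) of 48 h each. For each medium and passage 3 cultures were measured, so that 12 samples of Cy3-labelled RNA were hybridised to 12 single-colour Agilent arrays. The authors deposited the output of the scanner software, Agilent Feature Extraction 11.0.1.1, in which each spot has a background-corrected intensity that is not normalized between arrays. Each array held 44495 spots, and after 1377 control spots were left out the others measured 33128 probes spotted once and 999 probes spotted 10 times. The median intensity over these probes was 427.7 to 606.2 in the P1 ACM arrays (median 458.7), 265.2 to 360.4 in P1 DMEM (309.7), 322.4 to 539.7 in P3 ACM (341.5) and 284.1 to 314.2 in P3 DMEM (293.2). The share of probes that the software called well above background was 91.0% to 94.6% in P1 ACM (median 92.1%), 74.2% to 90.2% in P1 DMEM (80.2%), 75.2% to 92.5% in P3 ACM (78.9%) and 88.1% to 91.0% in P3 DMEM (90.7%). No spot was saturated.

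The arrays lay on 3 slides of 4 arrays, all scanned on 1 day. Slide 1 held the 3 P1 ACM arrays and P3 ACM replicate 1. Slide 2 held P3 ACM replicates 2 and 3 with P1 DMEM replicates 1 and 2, and slide 3 held P1 DMEM replicate 3 with the 3 P3 DMEM arrays. ACM and DMEM arrays of the same passage therefore never shared a slide. On slide 2, 74.2% to 80.2% of the probes were well above background, against 91.0% to 94.6% on slide 1 and 88.1% to 91.0% on slide 3.

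**Figure D1:**
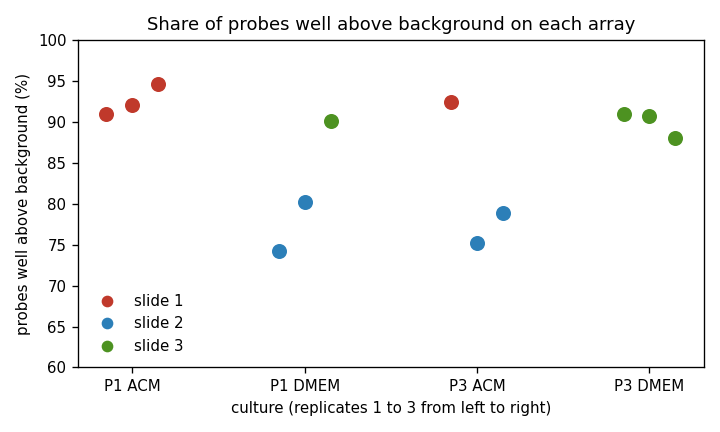
Share of the probes called well above background on each array, in percent, by medium and passage, with each point an array coloured by its slide. The 4 arrays on slide 2 lie between 74.2% and 80.2%, below the arrays of the same group on other slides.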

To investigate astrocytes effect on MB tumor cells, we performed a hypothesis-generating microarray-based gene expression analysis on MB cells post culturing in ACM. In the past, culturing breast cancer cells in ACM has shown profound gene expression changes [6, 7]. ACM was used in place of culture media for Daoy cells for 48 hours (h) (“ACM conditioned”, S1A Fig). 

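For each array, log2 of the intensity was taken and the 75th percentile of the array subtracted, so that a level of 0 stands for that percentile. Spots with an outlier call were left out, and the 10 spots of each of 999 replicated probes were averaged. Probes were kept where they were well above background on every array of at least 1 of the 4 groups, which left 31078 probes of 25275 genes, and each gene was counted through its probe with the highest mean signal. The ACM and DMEM arrays were compared with limma in a single fit of the 12 arrays with a mean for each group, so that 3 arrays per group limit the precision. The authors also deposited a table of log2 values of part of the probes. None of its 12 columns ranked the probes as the array of the same sample does, since each had a Spearman correlation across probes of at least 0.99997 with the array of another sample and of 0.953 to 0.992 with its own. The labels of the scanner output were used here, and the table under its own labels served only as an alternative. If the labels of the scanner output are right, the table under its own labels does not set ACM arrays against DMEM arrays. Its values then bear on the labels and not on the effect of ACM.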

Gene expression was quantified by microarray, and the results are shown through a hierarchical clustering heat map (Fig 1A) and volcano plot (Fig 1B). When comparing ACM-conditioned MB cells to control cultured MB cells, there were a total of 973 differentially expressed genes, 756 of which were greater than two-fold differentially expressed (*p*≤0.05) (Fig 1B, red squares). 

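In the P1 arrays, 3439 of 25275 genes were more than 2-fold changed with an unadjusted limma p of 0.05 or less, of which 3414 were higher and 25 lower in ACM. Without the limit on p, 3889 genes were more than 2-fold changed, and without the limit on fold change 6069 genes had such a p. No gene (0) had a Benjamini-Hochberg adjusted p of 0.05 or less in limma, the smallest adjusted p being 0.0954. The same test fitted to the P1 arrays alone gave 4849 genes at that level, the methods' t-test on the same values 2096, and limma without P3 ACM replicate 1 gave 5185. After quantile normalization, a combination chosen after seeing the data, the methods' t-test gave 76 genes at that level. The methods' t-test at the thresholds of the study, without adjustment, gave 3262 genes. With each array left out in turn the number of genes past the thresholds of the study ranged from 2424 without P1 DMEM replicate 1 to 4023 without P1 DMEM replicate 3.

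The split between higher and lower genes depended on the scaling of the arrays. After quantile normalization, 1133 genes passed, 904 higher and 229 lower, of which 893 of the higher and 24 of the lower genes were also called with the 75th percentile. The median log2 change over the kept probes was 0.14 with the 75th percentile and −0.02 after quantile normalization. Background correction with normexp before quantile normalization left 224 genes, 187 higher and 37 lower. Among probes well above background on all 12 arrays, 902 genes passed, 877 higher and 25 lower. With slide as a block, 531 genes passed, 155 higher and 376 lower. This estimate at P1 sets the P1 ACM arrays against P3 ACM replicate 1 within slide 1. To that it adds P3 ACM replicates 2 and 3 against P1 DMEM replicates 1 and 2 within slide 2. P1 DMEM replicate 3 does not enter it, so each such value at P1 hangs on the single array P3 ACM replicate 1. Slide as a random block, chosen after seeing the data, left 419 genes, 405 higher and 14 lower. In the table of the authors under its own sample labels, 391 genes passed, 66 higher and 325 lower. By rank, its P1 ACM columns are P1 DMEM replicates 1 and 2 and P3 ACM replicate 3 of the scanner output. Its P1 DMEM columns are P1 DMEM replicate 3, P3 DMEM replicate 1 and P3 ACM replicate 1. If the labels of the scanner output are right, this count says nothing on how stable the result is.

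**Figure D2:**
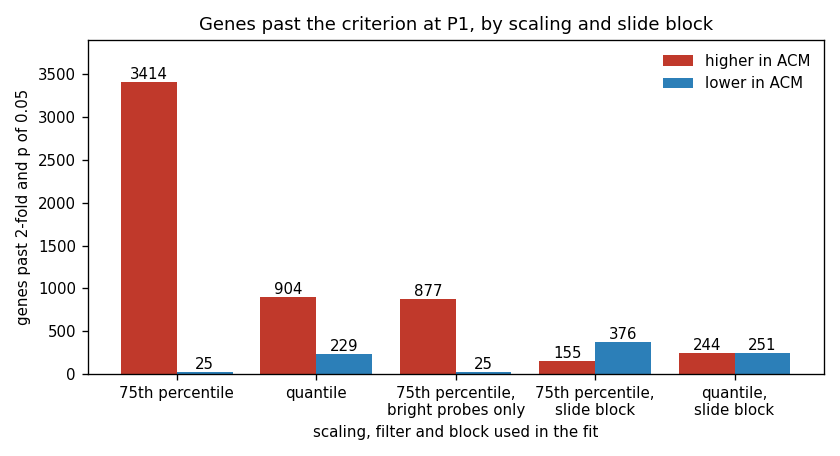
Number of genes more than 2-fold changed at an unadjusted p of 0.05 or less between ACM and DMEM at P1, higher (red) and lower (blue) in ACM, under 5 ways of processing the same arrays. Bright probes are those well above background on all 12 arrays, and slide as a block after quantile normalization was chosen after seeing the data. Higher genes outnumber lower genes with the 75th percentile (3414 against 25), after quantile normalization (904 against 229) and among bright probes (877 against 25), but not with slide as a block (155 against 376, and 244 against 251 after quantile normalization).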

Gene expression pathway analysis was performed on all genes greater than two-fold differentially expressed (*p*≤0.05) in ACM-cultured cells in comparison to control. Of note, functional mapping of genes to Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways found an enrichment in genes related to cell adhesion upregulated in ACM-treated MB cells. 

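The genes behind the KEGG term are not listed in the text of the paper, so a list of 136 cell adhesion molecules that was fixed before the data were examined was used, of which 126 genes were measured. At P1, 95 of these genes were higher and 31 lower in ACM, with a median log2 change of 0.31 against 0.15 over all genes, and of 0.09 after quantile normalization. Among them, 19 (15.1%) were higher past the thresholds of the study, against 10.8% of the other genes with a symbol, an odds ratio of 1.47 (two-sided Fisher's exact test, p = 0.148). After quantile normalization these were 5 genes (3.97%) against 2.95% (Fisher's exact test, p = 0.427), with the methods' t-test 15 genes (11.9%) against 10.3% (Fisher's exact test, p = 0.554), and with slide as a block none of the list (0) passed. As a set, the list was higher than the other genes by limma's camera with an adjusted p = 0.228 over all lists and both passages, an unadjusted p of 0.166 that became 0.247 without NFASC, L1CAM and NCAM2. In fry, which compares the set with no change in place of the other genes, the unadjusted p was 0.025 (0.0711 after quantile normalization, a combination chosen after seeing the data) and the adjusted p = 0.183, and in camera with an estimated correlation they were 0.625 and 0.7. In the table of the authors under its own labels the list was lower, at a camera p of 0.502. A second list of 79 measured genes of the extracellular matrix and its receptors had 6 genes (7.59%) higher past the thresholds, against 10.8% of the others (Fisher's exact test, p = 0.467), and by camera it lay below the other genes with an unadjusted p of 0.724, although 50 of its genes were higher and 29 lower. That direction reversed after quantile normalization (0.404), with slide as a block (0.0811) and in the table of the authors (0.252). Set against no change by fry, which asks another question of the same values, the list was higher (0.00381, and 0.0717 after quantile normalization).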

Adhesion-related networks were also identified using Ingenuity Pathway Analysis software (Qiagen) (S1B Fig). We also validated three microarray targets (*NFASC*, *L1CAM*, *NCAM2*) related to adhesion network, which were up in ACM-treated MB cells at both mRNA (S1C Fig) and proteins levels (S1D Fig). These results demonstrated the breadth of effects of astrocyte-secreted factors on MB cells, and pointed to adhesion-related phenotypes.

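In the P1 arrays, NFASC (neurofascin, probe A_33_P3406866) had a level of 0.55 ± 0.34 (SD, n = 3) in ACM and 0.06 ± 0.09 (SD, n = 3) in DMEM, on the log2 scale relative to the 75th percentile of the array. The difference of 0.48 (standard error 0.20, limma adjusted p = 0.176) was less than 2-fold, and 1 ACM array lay within the DMEM range (two-sided exact permutation test, p = 0.2). The 2 other NFASC probes were 0.55 and 0.81 higher in ACM. L1CAM (L1 cell adhesion molecule, probe A_33_P3374443) had a level of −3.56 ± 0.13 (SD, n = 3) in ACM and −4.81 ± 0.34 (SD, n = 3) in DMEM, a difference of 1.25 (standard error 0.38, limma adjusted p = 0.103), with all ACM arrays above all DMEM arrays (exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The other L1CAM probe was 0.55 higher in ACM, and −0.22 after quantile normalization, where the first was 0.71. NCAM2 (neural cell adhesion molecule 2, probe A_33_P3239884) had a level of −0.77 ± 0.08 (SD, n = 3) in ACM and −1.98 ± 0.14 (SD, n = 3) in DMEM, a difference of 1.21 (standard error 0.33, limma adjusted p = 0.103), again with no overlap (exact permutation test, p = 0.1). Adjusted over the list alone, that is the 13 measured genes of those the study names, L1CAM and NCAM2 (2 genes) had an adjusted p = 0.0471 in limma and NFASC 0.11, against no gene (0) over all genes tested. The study chose these targets on the same arrays, so this adjustment is not independent evidence. The differences with slide as a block were 0.16 for NFASC, −0.21 for L1CAM and −0.34 for NCAM2, and in the table of the authors under its own labels −0.04, −0.22 and −0.32. In the P3 ACM array on slide 1, the slide of the P1 ACM arrays, L1CAM was at −3.62 and NCAM2 at −0.73, whereas the P3 ACM arrays on slide 2 had −5.25 and −5.24 for L1CAM and −2.15 and −2.29 for NCAM2, close to the P3 DMEM means of −5.18 and −2.11.

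**Figure D3:**
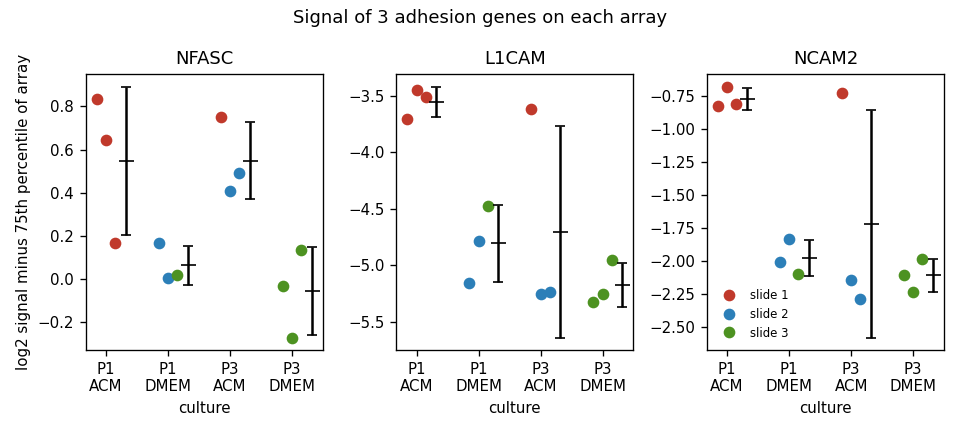
Log2 level of NFASC, L1CAM and NCAM2 on each array relative to its 75th percentile, by medium and passage, with points coloured by slide and the mean ± SD of each group of 3 arrays. At P1 the ACM means lie above the DMEM means for NFASC (0.55 and 0.06), L1CAM (−3.56 and −4.81) and NCAM2 (−0.77 and −1.98), and with slide as a block the differences of L1CAM (−0.21) and NCAM2 (−0.34) go the other way.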

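The breadth of the change at P1 was spread unevenly over the range of signal. When the 25275 genes were divided by mean signal into 3 groups of 8425, the median log2 change between ACM and DMEM was 0.84 in the dimmest group, 0.14 in the middle group and −0.08 in the brightest, and 0.12, −0.03 and −0.02 after quantile normalization. The dimmest group held 3060 of the 3414 higher genes (89.6%) and 9 of the 25 lower genes. Of 18445 genes with a symbol, 5800 (31.4%) had P1 ACM and P1 DMEM arrays that did not overlap, where chance gives 10% for 3 arrays against 3. At P3 these were 1761 genes (9.55%). The P1 split is also the split of slide 1 from slides 2 and 3. The paper also reports NFASC, L1CAM and NCAM2 as higher in ACM by qRT-PCR and by western blot, which these arrays do not test. From the number of differentially expressed genes, the pathway results and these targets, it concludes that factors secreted by astrocytes have broad effects on MB cells. It takes the adhesion genes as a lead for the adhesion assays.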

**Fig 1:**
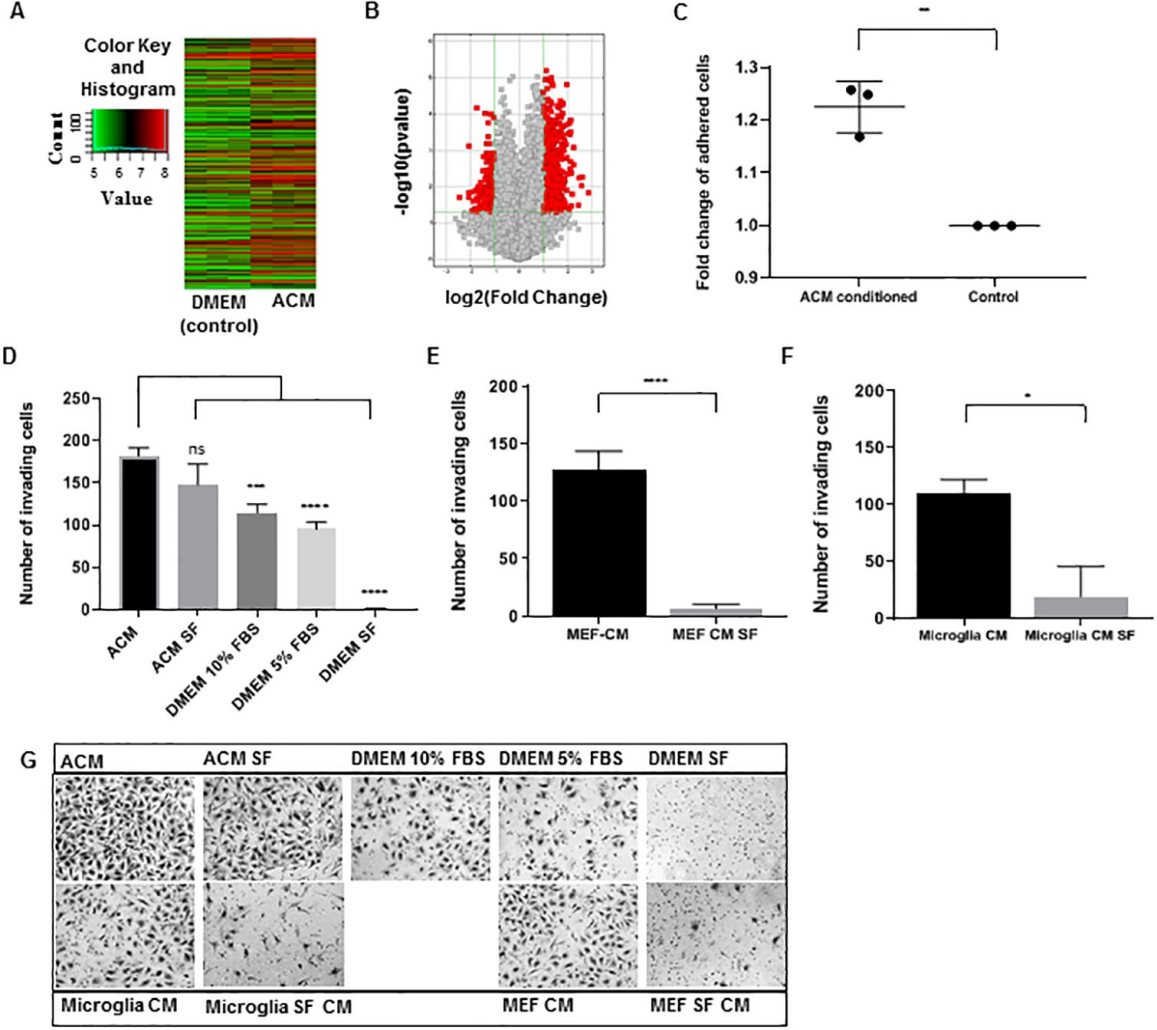
Astrocyte secreted factors alter Daoy MB cell gene expression, adhesion and invasion. (A) Hierarchical clustering heat map of differentially expressed genes in Astrocyte Conditioned Media (ACM) cultured cells compared to DMEM cultured (control) cells. Image modified from Arraystar (Rockville, MD) (B) Volcano plot of differentially expressed genes between ACM cultured and control cells. The *y*-axis represents the–log10 of the p-value while the *x*-axis represents the log2 of gene expression fold change. All differentially expressed genes are shown as squares, with the red squares representing the differentially expressed genes (≥2 fold up or down) with statistical significance (p≤0.05) in ACM cultured cells. Image modified from Arraystar (Rockville, MD) (C) Fold change of the number of adhered cells per image in ACM conditioned cells compared to control (DMEM cultured, set to 1). (D-E) Average number of invaded Daoy cells per image, counted on the lower surface of Boyden chambers, with the respective media in the lower well during incubation. (F) Representative images of invaded cells on the lower surface of the Boyden chambers. Quantified values expressed as mean +/- SD. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

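The genes named at P1 were taken from the 5 with the largest rise and the 5 with the largest fall among those past the thresholds of the study whose ACM and DMEM arrays did not overlap. Of the rises, USP9Y, ABCC13 and CNGA2 were not well above background on any P1 DMEM array (0 of 3) and on all 3 P1 ACM arrays, and were at least 3.81-fold, 2.60-fold and 1.98-fold higher in ACM. These are lower bounds, in which each DMEM array takes the higher of the lowest signal well above background and the probe's own signal. C20orf173 and CCR9, each well above background on 1 of 3 DMEM arrays, were 3.12 and 3.12 higher on the log2 scale (standard errors 0.93 and 0.80, limma adjusted p = 0.103 for both), values that rest mainly on signal at background in DMEM. Fitted with slide as a block, USP9Y and ABCC13 were no longer higher in ACM, and the log2 differences were −0.75 for C20orf173 and −0.27 for CCR9. Of the falls, SLC6A9 was at −0.23 ± 0.32 (SD, n = 3) in ACM and 1.27 ± 0.97 (SD, n = 3) in DMEM, a log2 difference of −1.50 (standard error 0.44, limma adjusted p = 0.103). INSIG1 differed by −1.30 (standard error 0.43, limma adjusted p = 0.111), NPTX1 by −1.89 (standard error 0.73, limma adjusted p = 0.15) and CBLN3 by −1.43 (standard error 0.62, limma adjusted p = 0.196). NPTX1 was well above background on 2 of 3 ACM arrays. These 4 genes, fitted with slide as a block, stayed lower in ACM, from −0.94 for SLC6A9 to −2.23 for INSIG1, but only INSIG1 kept an unadjusted p of 0.05 or less (0.00505, against 0.15 for SLC6A9, 0.38 for CBLN3 and 0.507 for NPTX1). With each array left out in turn the difference ranged from −2.45 to −0.81 for NPTX1, from −1.88 to −0.57 for CBLN3, from −1.91 to −0.97 for SLC6A9 and from −1.76 to −0.74 for INSIG1, of which only the last 2 genes kept that p throughout. In the table of the authors under its own labels, C20orf173 (−1.90) and CCR9 (−0.97) were lower and NPTX1 (1.17), CBLN3 (1.58) and INSIG1 (0.57) higher in ACM.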

### Astrocyte-secreted factors increase invasion and adhesion of MB cells

To confirm the up regulated cell adhesion gene expression results, we functionally tested ACM-treated MB cells on a two-dimensional adhesion plate assay coated with fibronectin. Here, Daoy and UW228/1 cells were cultured in ACM or control DMEM for 48 h prior to reseeding for 1 h in fresh culture media. Daoy cells cultured in ACM adhered more strongly to the fibronectin-coated plates compared to control cultured Daoy cells (Fig 1C). UW228/1 cells showed no difference in adhesion between ACM-cultured and control cultured cells (S2A Fig). We next assessed cell invasion based on our past data where ACM culturing increased invasion of breast cancer cells (MDA-MB-231), lung cancer adenocarcinoma cells (H2030) and sarcoma cells (S180) [6]. Using an *in vitro* Boyden chamber invasion assay, we assessed whether ACM has an effect on the invasion of MB cells. Daoy and UW228/1 cells demonstrated increased invasion with ACM in the lower chamber compared to all control conditions: DMEM, DMEM + 10% FBS, DMEM + 5% FBS, and DMEM SF (Serum Free) (Fig 1D and 1G, S2B Fig). Additionally, ACM SF in the lower chamber induced invasion of Daoy cells similar to that of ACM with serum, demonstrating Daoy cell invasion in ACM conditions was serum-independent (Fig 1D and 1G). UW228/1 cell showed less invasion in response to ACM SF compared to normal ACM, however ACM still induced significantly greater invasion compared to all DMEM controls (S2B Fig).

To determine if this effect on invasion was astrocyte specific or a common response to conditioned culture media from other cells, we also assayed Daoy and UW228/1 cell invasion using conditioned media (normal and SF) from other cell types. We isolated, cultured, and collected conditioned media from neonatal rat microglia. Daoy and UW228/1 cells showed invasion with microglia conditioned media in the lower chamber, however invasion significantly decreased with microglia SF conditioned media (Fig 1E and 1G, S2C–S2E Fig). To test conditioned media from another highly proliferative cell type, mouse embryonic fibroblasts (MEF) cells were cultured and conditioned media was collected. Similarly, Daoy and UW228/1 cell showed substantial invasion in response to MEF conditioned media, however this invasion was largely ablated when serum was not present (Fig 1F and 1G, S2D–S2E Fig).

Taken together, these data demonstrate that, in addition to the MB cell adhesion gene signature, astrocyte-secreted factors present in ACM, induce phenotypic changes that increase adhesion to fibronectin and increase chemotactic invasion through matrigel. Further, the invasion response is specific to conditioned media from astrocytes, and the invasion is for the most part, serum-independent.

### MB cells conditioned in ACM prior to xenograft show increased cellular protrusion formation

Next, we wanted to investigate whether these phenotypic changes seen *in vitro* also translated to changes in cell behavior *in vivo*. Recent methodologies have established zebrafish as an effective vertebrate system to visualize xenografted tumor cell behavior and movement [21]. Specifically, pediatric brain tumors have been successfully xenografted in zebrafish for drug screening purposes [22, 23]. A zebrafish xenotransplant model combined with confocal time-lapse imaging were used to determine the behavior of astrocyte conditioned MB cells *in vivo*. Because of the transparency of the embryonic zebrafish model, it provides the ability to not only visualize cell migration, but also cell morphology changes as related to the changes in adhesion and invasion seen *in vitro*. In addition, the zebrafish adaptive immune system is not developed until 3–4 weeks post fertilization (wpf) [16, 24, 25], therefore the short-term imaging within 24 h of injection bypassed the need to immunocompromise the animals chemically, genetically or by γ-irradiation. Daoy cells stably expressing mEmerald (variant of GFP) protein were generated and subsequently cultured in either ACM or control media for 48 h and microinjected into the hindbrains of 48 hours post fertilization (hpf) embryos. The approximate MB cell location and appearance post microinjection is marked (Fig 2A). Injected zebrafish embryos were then laterally mounted in agarose and imaged via time-lapse confocal microscopy for 24 h (S1 Video). Cells were analyzed by tracking their movement (Fig 2B) and measuring protrusions (Fig 2C) using Volocity software (PerkinElmer). Overall, total distance, displacement, and average displacement per frame were unchanged by culturing Daoy cells in ACM prior to injection (Fig 2D–2F). Interestingly, ACM conditioning distinctly changed MB cell morphology by increasing the overall occurrence (Fig 2G) and size of cellular protrusions (Fig 2H) of MB cells in the zebrafish brain. Thus, ACM-conditioned MB tumor cells do possess phenotypic activity *in vivo* that resembles the observed *in vitro* adhesive phenotype.

**Fig 2:**
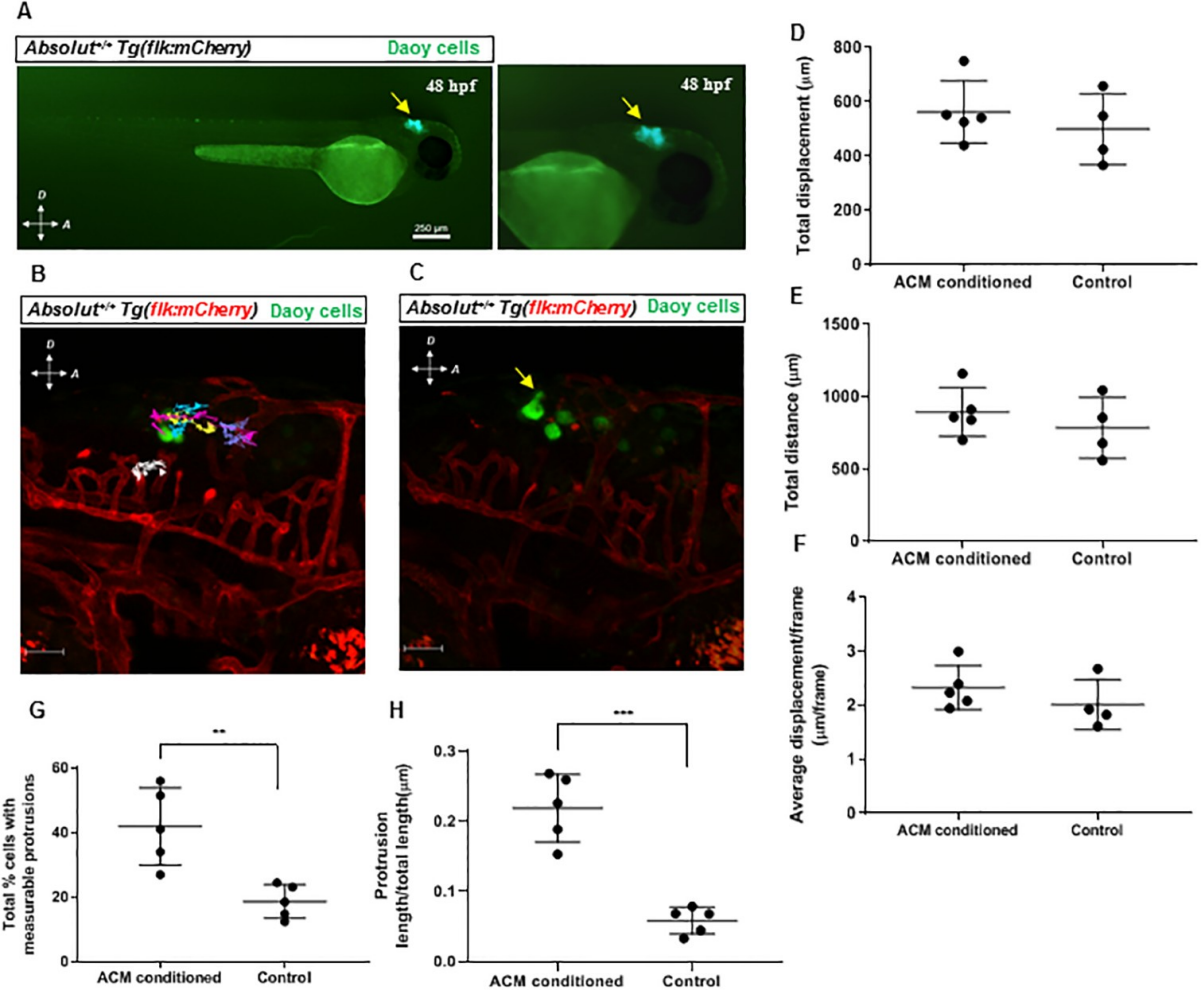
ACM conditioning changes Daoy MB cell morphology *in vivo*. (A) Representative images of cells (yellow arrow) after injection into the hindbrains of 48 hpf *Absolut*^*+/+*^ *Tg(flk*:*mCherry)* zebrafish embryos. Right panel is higher magnification. Scale bar is 250 μm. (B) Representative image of injected cells at the beginning of the time-lapse imaging. Colored lines show the tracked movement of individual cells during the time-lapse imaging, and the white line shows the tracked reference point movement. Scale bar is 50 μm. (C) Representative image of injected cell protrusion (yellow arrow). Scale bar is 50 μm. (D-F) Quantification of injected cell migration, represented by total cell displacement (D) and total distance (E) moved by all cells in first 12.5 hours (h) of imaging, and average displacement/frame (F) of cells through entire 24 h time lapse. (G-H) Quantification of injected Daoy cell protrusion formation, measured by average percent of visible cells with protrusions (G) and protrusion length to cell body size ratio (H). Quantified values expressed as mean +/- SD. **p<0.01, ***p<0.001.

### Astrocyte-secreted factors increase CD133 surface expression and neurosphere characteristics in MB cells

The hypothesis from the microarray array and subsequent confirmation by adhesion assay *in vitro* that ACM-conditioned MB cells showed more adhesion suggested that molecules involved in adhesion and MB cell invasion will be functionally relevant on ACM-conditioned MB cells. It is known that Daoy MB cells cultured as neurospheres express higher CD133 (a pentaspanin transmembrane glycoprotein that has been associated with protrusion formation and localization [26]) when compared to Daoy cells cultured in an adherent monolayer [27, 28]. Further, these neurosphere-forming MB cells were more invasive *in vitro* [27], and CD133 expression is high in disseminated human MB tumors [9]. Thus, we investigated CD133 surface expression in ACM-conditioned MB cells compared to control-media conditioned MB cells using flow cytometry. We also analyzed CD15 expression, another protein which has been shown to be expressed on MB stem-like cells [29], specifically in the SHH subtype. Daoy cells were cultured for 24, 48, and 72 h in either ACM or control media prior to analysis. ACM culturing increased CD133 surface expression 2-fold at 24 and 48 h, and close to 3-fold at 72 h in comparison to control cultured Daoy cells (Fig 3A). We did not observe an effect of ACM culturing on CD15 expression at any time point (Fig 3B). We next assessed whether ACM culturing enhances neurosphere formation of Daoy cells. Daoy cells were dissociated into a single cell suspension and seeded in ACM, DMEM, or positive control DMEM:F12 media in neurosphere culturing conditions (all SF, low attachment culture dishes supplemented with bFGF and EGF). At 48 h, brightfield images were taken and quantified by the number of neurospheres imaged as well as the diameter of the neurospheres. Culturing in DMEM alone produced almost no neurosphere formation (Fig 3C and 3D). However, ACM and DMEM:F12 conditions induced robust neurosphere formation at 48 h, where the size and number of neurospheres in ACM conditions were similar to that of the positive control (Fig 3B and 3C). Two different methods of neurosphere quantification were performed as explained in the materials and methods section. Next, we probed Daoy neurosphere lysates for neural stem cell markers Nestin, Oct-4A and Sox2 [30–32]. Nestin, an intermediate filament protein, was increased in ACM and DMEM:F12 cultured neurospheres, compared to DMEM alone (Fig 3E). These results are consistent with previous reports that show high Nestin expression in CD133 positive MB stem-like cells [12, 15, 28]. Oct-4A is a transcription factor which has been associated with poor outcomes in MB patients, in addition to increasing neurosphere formation and invasion upon overexpression in Daoy cells [33, 34]. Here, Daoy neurospheres cultured in DMEM:F12 and ACM conditions expressed higher Oct-4A compared to control cultured neurospheres (Fig 3F). A third neural stem cell transcription factor, Sox2 [32], showed no difference in expression between DMEM and ACM-cultured neurospheres, and extreme variability in DMEM:F12 neurospheres (Fig 3G) Together, these data demonstrate that ACM conditioning of MB cells increases CD133 surface expression, Nestin expression, Oct-4A expression and neurosphere formation in Daoy cells.

**Fig 3:**
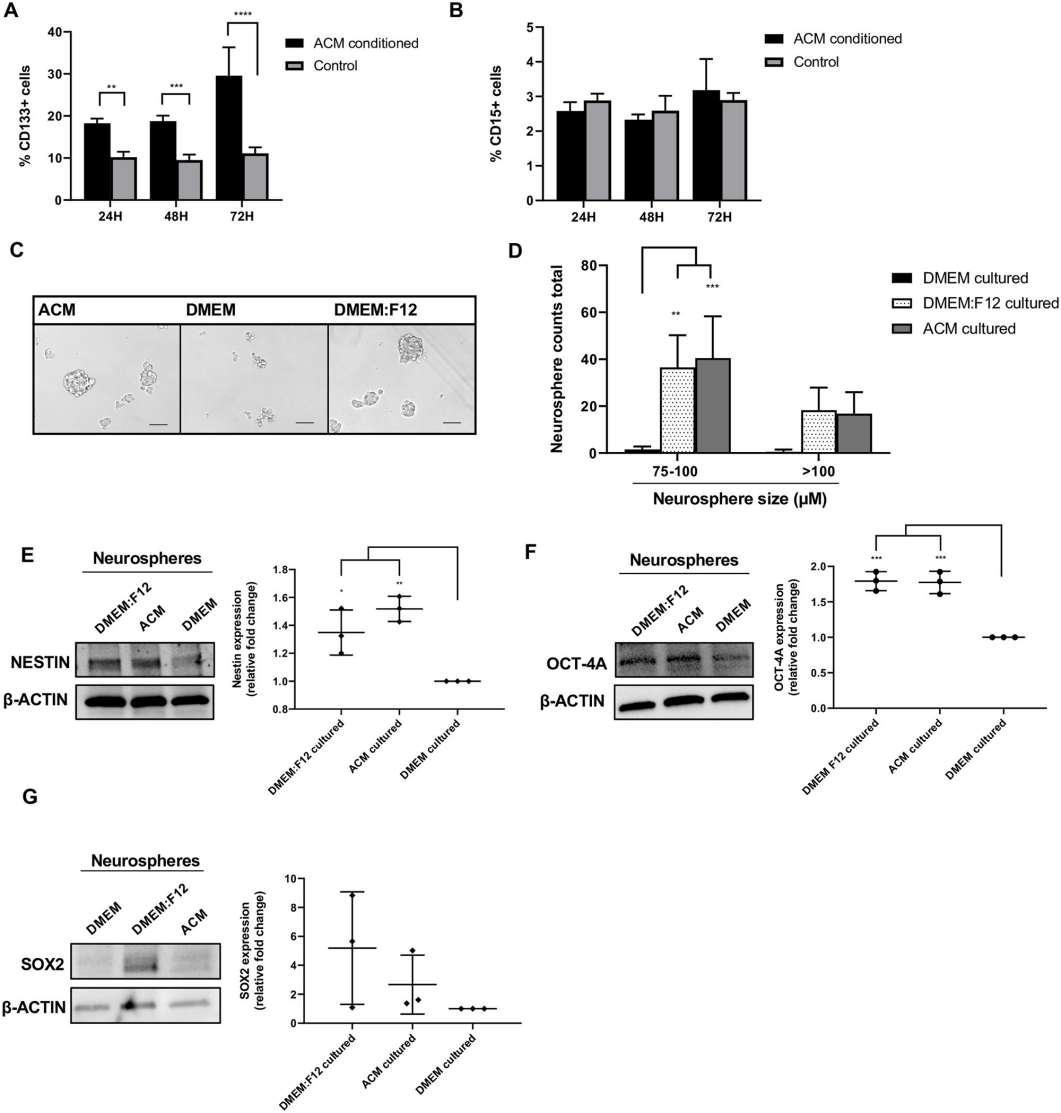
ACM effects on CD133 surface expression and neurosphere formation. (A) Percentage of CD133 positive cells cultured in ACM or DMEM (control), measured by flow cytometry at 24, 48, and 72 h. (B) Percentage of CD15 positive cells cultured in ACM or DMEM (control), measured by flow cytometry at 24, 48, and 72 h. (C) Representative images of Daoy cells cultured in neurosphere conditions using the respective media for 48 h. Scale bar is 100 μm. (D) Total number of neurospheres counted in all images between 75–100 μm or >100 μm at 48 h, cultured in the respective media. (E) Western blot analysis of Nestin, (F) Oct-4A and (G) Sox2 expression in respective neurosphere culturing conditions at 48 h. β-actin served as a loading control (left). Quantification of relative fold change of Nestin, Oct-4A and Sox2 expression, measured by the densitometry of western blot bands and normalized to β-actin (DMEM condition set to 1) (right). Quantified values expressed as mean +/- SD. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

### Knockdown of CD133 in MB cells reduces adhesion, invasion, and neurosphere formation

To determine the relevance of increased CD133 surface expression on ACM-MB cells, we utilized short interfering RNA (siRNA) to knockdown *CD133* expression, followed by functional assessment of *CD133*’s role in adhesion, invasion, and neurosphere formation. Two separate 27-mer siRNAs (*siCD133-1* and *siCD133-2*) targeting different regions of *CD133* mRNA were utilized, and knockdown efficiency was assessed by quantifying gene and protein expression after transfection with *siCD133-1*, *siCD133-2*, *scramble* siRNA, as well as non-transfected cells. CD133 protein was effectively knocked down by *siCD133-1* and *siCD133-2* by 66% and 80%, respectively (Fig 4A).

**Fig 4:**
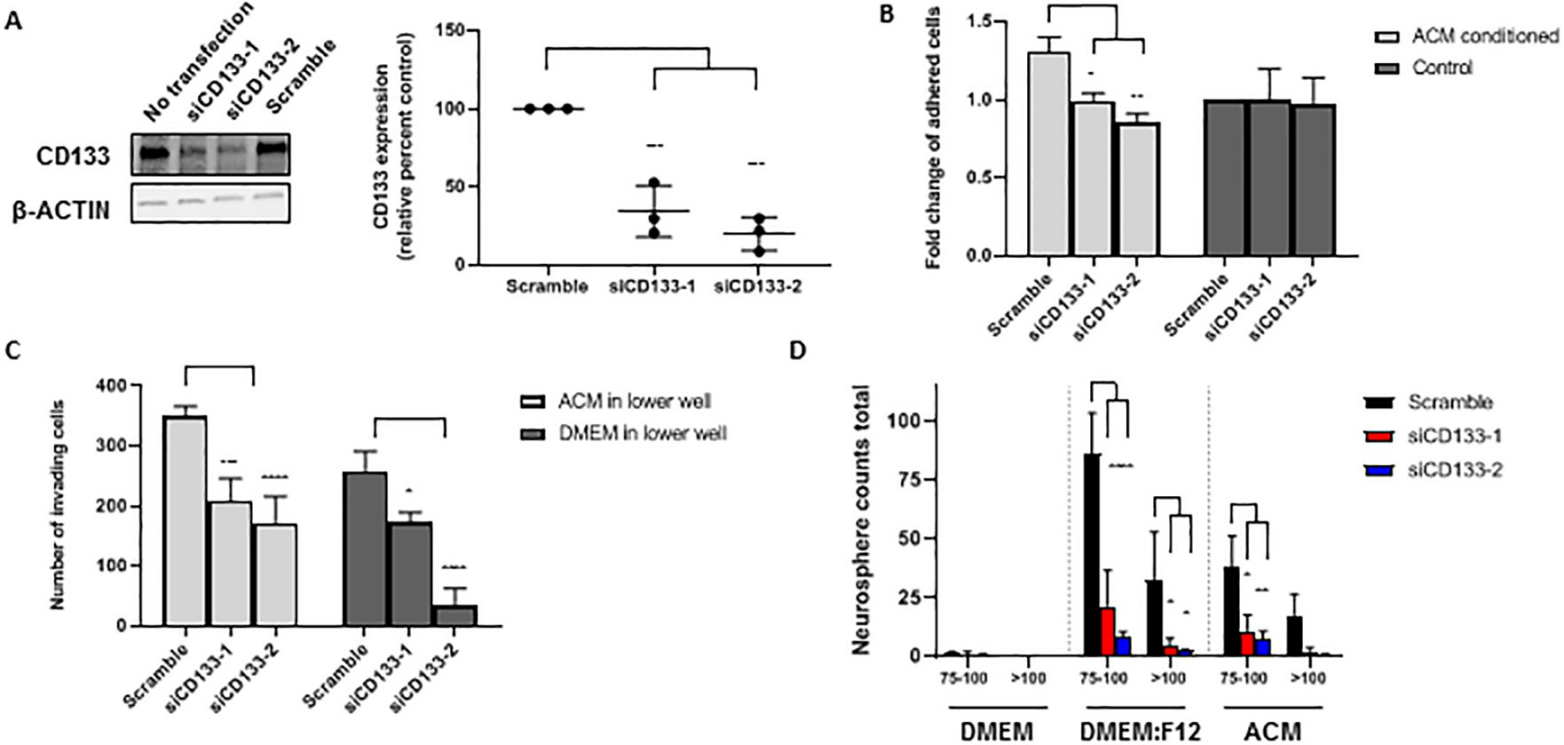
Short interfering RNA (siRNA) knockdown of *CD133* alters Daoy MB cell function. (A) Western blot analysis of CD133 expression 48 h after transfection with *siCD133-1*, *siCD133-2*, scramble siRNA, or no transfection. β-actin served as a loading control (left). Quantification of relative percent CD133 expression, measured by the densitometry of western blot bands and normalized to β-actin (Scramble set to 100%) (right). (B) Fold change of the number of adhered cells per image after transfecting with *siCD133-1*, *siCD133-2* or scramble siRNA, then culturing in ACM or DMEM (control) (DMEM scramble set to 1). (C) Average number of invading cells per image, counted on the lower surface of Boyden chambers with ACM or DMEM in the lower well, after transfecting with *siCD133-1*, *siCD133-2* or scramble siRNA. (D) Total number of neurospheres counted with diameter length between 75–100 μm or >100 μm. Cells were transfected with *siCD133-1*, *siCD133-2* or scramble siRNA and then cultured in the respective media for 48 h. Quantified values expressed as mean +/- SD. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

Daoy cells were transfected prior to being cultured in either ACM or control media for 48 h before being reseeded in the adhesion assay described in the methods. When cultured in ACM, *siCD133-1* and *siCD133-2* transfected cells were significantly less adhesive than *scramble* siRNA transfected cells (Fig 4B). Interestingly, in control cultured cells, *CD133* knockdown had no effect on adhesion (Fig 4B), suggesting that CD133 may work together with another factor in ACM to increase *in vitro* adhesion.

Similarly, *CD133* was knocked down in Daoy cells prior to seeding the cells in the upper well of the Boyden invasion chamber, with either ACM or DMEM +10% FBS in the lower well. Overall, *CD133* knockdown cells showed significantly less invasion with both ACM and DMEM in the lower well in comparison to scramble transfected cells (Fig 4C). With ACM in the lower well, invasion decreased in *siCD133-1* and *siCD133-2* transfected MB cells by a combined average of 46% compared to *scramble* siRNA transfected cells. With DMEM in the lower well, *siCD133-1* and *siCD133-2* transfected cells showed about 61% less invasion compared to *scramble* siRNA transfected cells (Fig 4C). We also assessed neurosphere formation (DMEM, ACM and DMEM:F12 neurosphere conditions) with the *CD133* knockdown MB cells. As observed before, non-transfected cells cultured in DMEM alone showed very little neurosphere formation, which remained unchanged in *CD133* knockdown and *scramble* siRNA conditions (Fig 4D). In both ACM and DMEM:F12 culture conditions, neurosphere formation was significantly reduced in both size and number in *CD133* knockdown cells compared to *scramble* siRNA transfected cells (Fig 4D).

The above results suggest that upon ACM conditioning, the observed increase in CD133 surface expression is associated with the displayed MB phenotypes of increased adhesion, invasion, and neurosphere formation.

## Discussion

The MB microenvironment is comprised of various cell types, and depending on where the tumor is located, cells such as astrocytes, microglia, and others (neuronal cells, endothelial cells, pericytes, neural stem cells, ependymal cells and connective tissue that make up the meningeal layers) [35] can interact with MB cells. Our study focuses on astrocytes and their role in the MB microenvironment. Salient features of this study include: (a) Astrocytes’ influence MB cells through up regulation of CD133 expression, a protein known to be important for MB tumorigenicity and survival. (b) The ACM-mediated increase in MB CD133 expression plays a role in MB cell invasion, adhesion, and neurosphere formation.

To investigate astrocytes’ role in the MB microenvironment, we used ACM collected from primary astrocyte cultures to assess its effect on MB cell function. With this model, we can observe paracrine signaling from factors secreted by astrocytes and downstream effects, versus the effects of physical interactions. We found that culturing human MB cells in ACM increased adhesion to fibronectin in Daoy cells, as well as invasion in both Daoy and UW228/1 cells. Previous research from our group found ACM to have a similar effect on invasion of other tumor cell types, including breast cancer cells [6, 7]. Moreover, those studies showed that culturing MDA-MB-231 breast cancer cells in ACM led to an increase in brain metastases in a mouse xenograft model. Interestingly, when we cultured MB cells in ACM prior to a zebrafish xenotransplant, we did not see a difference in cell migration during the 24 h imaging time frame; however, long-term metastasis could not be assessed in this model. We did observe increased MB cell protrusion formation in the zebrafish brain, which may be related to the increased adhesion or CD133 expression seen *in vitro*, as there is evidence in the literature for both [26, 36], however this was not investigated here.

The ACM-induced CD133 expression was indeed proven to be functionally significant. Knockdown of *CD133* reduced neurosphere formation in the positive control neurosphere condition (DMEM:F12), which is consistent with previous studies that have demonstrated enhanced neurosphere formation in FACS-isolated CD133 positive Daoy cells [28, 37]. CD133 also plays a role in ACM-induced neurosphere formation. Knockdown of *CD133* reduced invasion of Daoy MB cells altogether, with both ACM and DMEM in the lower well. CD133’s role in MB invasion has not been well defined to this point, limited to correlations with increased expression and invasion or metastasis of MB cells [38–40]. One such correlative study compared Daoy adherent and neurosphere cultures and found higher *CD133* expression and migration in neurosphere cells [27]. Our research corroborates this correlation by providing direct evidence that CD133 influences Daoy invasion. To date, there has been little work investigating the role of CD133 in cell adhesion. Notably, in ovarian cancer cells, overexpression of *CD133* increased adhesion to mesothelial layers and collagen [41]. We investigated CD133’s role in adhesion of MB cells. Interestingly, knockdown of *CD133* only reduced adhesion in ACM culturing conditions, however control conditions remained unaffected. This suggests CD133’s role in adhesion is dependent on paracrine signaling from astrocytes and may require a yet unknown factor in ACM or downstream signaling event caused by ACM culturing to exert its functional effect on adhesion.

Understanding which factors in ACM that contribute to increasing CD133 expression will increase our mechanistic understanding of how ACM-induced effects may translate into MB outcomes and suggest avenues for intervention. The astrocyte secretome is diverse and thus, there are likely a combination of factors in the ACM influencing the MB phenotypes. CCL2, SHH, and IL-4 are astrocyte-secreted factors which have been shown to promote MB phenotypes [8, 9, 42]. Interestingly, CCL2 secretion from astrocytes [9] was induced by chemotherapy and radiation-induced inflammation and necroptosis in astrocytes. Moreover, the IL-4 secretion was found to come from astrocytes which trans-differentiated from the MB precursor cells in a SHH MB mouse model [42]. These reports combined with our findings provide supporting evidence that astrocytes influence the MB microenvironment in distinct ways, which must be considered during the development of anti-MB treatment strategies. As of now, it is not clear what astrocyte factor(s) is responsible for inducing CD133 expression in MB cells in our model. This is a topic of future investigation.

To summarize, this study provides a direct link between an important survival and stem cell protein, CD133, and *in vitro* phenotypes that correlate to poor outcomes in MB malignancy. We also demonstrate that CD133 surface expression is directly affected by paracrine signaling from astrocytes, neighboring cells in the MB microenvironment. Our work and the work of others are increasingly suggestive that CD133 is an important cell surface target in MB, given that CD133 is known for its role in survival and resistance of MB cancer stem cell populations [43]. Thus, these questions form the basis of future investigations. Lastly, our studies demonstrate the importance of studying astrocytes and their role in the MB microenvironment to influence MB malignancy.

## Supporting information

S1 Fig Schematic of ACM collection and use in culturing of MB cells, and microarray validation of select adhesion targets. (A) depicts the ACM collection and treatment of MB cells in a pictorial format. (B) Graphic depiction of adhesion pathways predicted to be altered in ACM cultured Daoy cells based on the microarray data. Image generated using Ingenuity Pathway Analysis (Qiagen) software. (C) qRT-PCR normalized fold change compared to control (DMEM, set to 1) for three adhesion target genes (*NFASC*, *L1CAM* and *NCAM2*) identified as significantly changed in the microarray analysis. (D) Western blot analysis of NFASC, L1CAM, and NCAM2 in the ACM-conditioned and DMEM-conditioned MB cell lysates. β-actin served as a loading control (left). Quantification of relative fold change measured by the densitometry of western blot bands and normalized to β-actin (DMEM condition set to 1) (right). Quantified values expressed as mean +/- SD. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.
(PDF) Click here for additional data file.

S2 Fig Conditioned media (CM) effects on adhesion and invasion in UW228/1 cells. (A-B) Fold change of the number of adhered cells per well, measured by dissolving the stained cells and reading optical density at 595 nm in ACM conditioned cells compared to control (DMEM, set to 1). (B-D) Average number of invaded cells per image, counted on the lower surface of Boyden chambers, with the respective media in the lower well during incubation. Panel C is microglia conditioned media (CM) cells and (D) is mouse embryonic fibroblast (MEF) media conditioning. (E) Representative images of invaded cells on the lower surface of the Boyden chambers in response to various conditioned media are shown. Quantified values expressed as mean +/- SD. **p<0.01, ***p<0.001, ****p<0.0001.
(TIF) Click here for additional data file.

S1 Video Representative zebrafish xenotransplant time-lapse imaging video. Daoy cells (green) were either cultured in ACM or control (DMEM) media prior to injecting into *Absolut*^*+/+*^ *Tg(flk*:*mCherry)* 48 hpf zebrafish embryos (vasculature is red). Confocal z-stack images were taken every three minutes for 24 h. Images were rendered into a 3-dimensional video using Volocity software.
(AVI) Click here for additional data file.

S1 Raw images (PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

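RNA from Daoy cells cultured in ACM or DMEM for 1 passage (P1) or 3 passages (P3) of 48 h was measured on 12 single-colour Agilent 4 x 44K arrays, 3 for each medium and passage. Samples were grouped by their labels for medium, passage and replicate. The paper describes 48 h in ACM, which is P1, and does not describe the P3 arrays.

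The authors deposited 2 kinds of values. The scanner output of each array holds the intensity of each spot after the background correction of Agilent Feature Extraction 11.0.1.1, without normalization between arrays. The authors also deposited a table of log2 values of 30569 probes on the 12 arrays. Compared with the scanner output, this table holds log2 of the same intensity after quantile normalization, with a median absolute difference of 0.00053 once each column is set beside the array it ranks as, and 30547 (99.93%) of its probes are well above background on at least 6 arrays, which holds for none (0) of the 3558 probes outside it. The sample labels of its columns and of the scanner output conflict for all 12 arrays, and its columns were used only under their own labels, as an alternative. The text of the paper names no normalization of the arrays. It calls genes with more than 2-fold change and p of 0.05 or less differentially expressed, and its statistics section names Student's t-test and ANOVA for the whole study.

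Here, 1377 control spots and spots with an outlier call were left out, spots of the same probe were averaged, and log2 of the intensity minus the 75th percentile of the array was used. Probes well above background on every array of at least 1 of the 4 groups were kept, 31078 of 34127. Of the 34127 probes, 25771 (75.5%) were given a symbol by matching their accession to the RefSeq table of GRCh38.p14, used for names only, and the others kept the name in the files. A gene was counted through its probe with the highest mean signal. The groups were compared with lmFit, contrasts.fit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the kept probes. All 12 arrays entered a single fit with 4 group means, which leaves 8 residual degrees of freedom in place of 4 for 2 groups. The comparisons were ACM against DMEM at P1 and at P3, the mean of both, and the difference between them. On simulated data with the median spread as an upper limit, 200 of 31078 probes changed by 2 on the log2 scale were recovered in 100% at P1 and at P3, with 3.85% and 3.38% of the calls false, and in 89% for the difference between passages. The simulated probes were independent, without an effect of slide, and many real probes spread more. These shares therefore check the code and do not give the power of the real comparisons.

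Before the data were examined, the named genes were set as the 5 largest rises and 5 largest falls at each passage among genes past the thresholds whose ACM and DMEM arrays did not overlap, the 5 genes with the smallest adjusted p for the difference between passages, and the genes the paper names. One of the falls at P1 is not reported here. Gene lists for cell adhesion, extracellular matrix, astrocyte markers, amino acid deprivation, hypoxia, cholesterol synthesis, cell cycle, interferon, NF-kB, TGF-beta and hedgehog were written then too, and tested with camera (inter-gene correlation 0.01), fry, camera with an estimated correlation and, for the adhesion lists, Fisher's exact test. A fold between ACM and DMEM where a probe was on no array of a group well above background is given as a lower bound, and under the alternatives the values of such genes are read for direction only.

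At P1 the deviations of samples with the same replicate number from their group means correlated by 0.43, 0.19 and 0.27 across probes, so the numbers were taken to pair the P1 samples. At P3 these correlations were 0.24, −0.19 and 0.05. The labels speak of independent experiments without saying that a number marks a shared day.

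The alternatives were quantile normalization, normexp with an offset of 50 before it, the table of the authors, no filter or a stricter filter on dim probes, only the arrays compared, eBayes with trend and robust, the methods' t-test, the replicate block, slide as a block, each array left out, other rules for several probes of a gene and the pooled comparison of 6 arrays with 6. Normexp was run on the median intensity of each spot in place of the mean. Slide as a random block, slide with quantile normalization, and combinations of quantile normalization with the probes of the table and the methods' t-test were added after seeing the data. All arrays were scanned on 1 day, so scan date was not fitted. The figures were drawn with matplotlib 3.10.9.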

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

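The splits of the arrays and the test of the difference between passages were set before the data were examined, and the comparison with slide as a random block was chosen after the result was seen.

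At P3, after 3 passages in ACM, 438 genes were past the thresholds of the study, 231 higher and 207 lower in ACM. The balance depended on the setting. After quantile normalization 485 genes passed, 188 higher and 297 lower, and with no filter on dim probes 993 were higher and 222 lower. The paper does not report on these arrays. As a level without ACM, P3 DMEM against P1 DMEM gave 435 genes at the same thresholds, 288 higher and 147 lower, so the number in ACM was close to that between control arrays. No gene (0) had an adjusted p of 0.05 or less at P3 in limma (smallest 0.195, with 1839 genes at an unadjusted p of 0.05 or less), and the methods' t-test also gave 0 after adjustment and 172 genes at the thresholds of the study. Of the 10 ways to split the 6 P3 arrays into 3 and 3, 5 gave as many genes, the real one included. The 4 others among these gave 976 to 1338 and the remaining 5 gave 112 to 413, so chance is not excluded. All 10 gave as many at adjusted p 0.05, which the real count of 0 fixes.

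Slide is an open technical explanation. The real split sets the P3 DMEM arrays on slide 3 against ACM arrays on slides 1 and 2, and it is the only split of these arrays that follows the slides. Without P3 ACM replicate 1, which lay on slide 1, the count was 1039 genes, 11.8% of them higher in ACM, and without P3 ACM replicate 3, 1255 genes, 70.6% higher. With slide as a block it was 683 (388 higher, 295 lower), and with slide as a random block 261. The slide-block estimate at P3 sets P3 ACM replicates 2 and 3 against P1 DMEM replicates 1 and 2 within slide 2. To that it adds P1 DMEM replicate 3 against the P3 DMEM arrays within slide 3. P3 ACM replicate 1 does not enter it, so each such value at P3 hangs on the single array P1 DMEM replicate 3. Of the genes called at P3, 123 of the 231 higher and 9 of the 207 lower genes were called in the same direction at P1. Longer culture in ACM remains an open biological explanation, which these arrays did not separate from slide.

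Whether the effect of ACM differed between the passages was tested directly. No gene (0) passed an adjusted p of 0.05 in limma (smallest 0.626, 2083 genes at an unadjusted p of 0.05 or less). All 100 of 100 drawn splits within the passages gave as many, which a real count of 0 fixes, so this says nothing on chance. At the unadjusted p 17 of the 100 gave as many, the real one included, so chance is not excluded. Without P3 ACM replicate 1 the count was 4125 genes. The genes with the smallest adjusted p (0.626 for all 5) were SLC51B, PDE6A, LINC01630, PLA2G12B and JAKMIP2-AS1. Each was not well above background on any array of at least 1 group, so no size is given for the difference. For the mean effect over both passages, limma gave 0 genes at adjusted p 0.05 (smallest 0.0939, 5833 genes at an unadjusted p of 0.05 or less) and the methods' t-test 0. At the adjusted p all 100 of the 100 drawn splits gave as many, again fixed by the 0, and at the unadjusted p 6 of them did, the real one included, so chance is not excluded. The count was 779 without P3 ACM replicate 1 and 1379 without P3 ACM replicate 3.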

How the results depend on the processing

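Slide as a random block, slide as a block after quantile normalization or for the gene lists, fry after quantile normalization, the combinations of quantile normalization with the probes of the authors' table or the methods' t-test, and leaving out arrays of the other passage were chosen after seeing the data. Apart from what is said of single settings, the cause of a change was not tested.

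The number of genes past the thresholds at P1 was 3439. It stayed within 1.5 times of this with no filter on dim probes (3830), only the P1 arrays (3717), eBayes with trend and robust (3391), the methods' t-test (3262), counting probes (3979), the mean of the probes of a gene (3527) and each array left out (2424 to 4023, 98.2% to 99.7% of them higher). It was 1133 after quantile normalization, 224 with normexp before it, 391 in the table of the authors, 902 over probes well above background on all 12 arrays, where fewer genes are tested, 531 with slide as a block, 909 for 6 ACM against 6 DMEM arrays, 419 with slide as a random block (405 higher, 14 lower) and 495 with slide as a block after quantile normalization (244 higher, 251 lower). Quantile normalization with the methods' t-test gave 959 genes, with the probes of the table in addition 971 probes, and 953 when these were chosen first, and the table with that test 221. By the unadjusted p alone it was 6069, and with the adjusted p 0. The genes differed too, since 55 of the 155 genes higher with slide as a block, and 1 of the 66 higher in the table, were among the 3414 higher genes.

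At P1, 0 genes passed the adjusted p of 0.05 in limma. The count was 4849 with only the P1 arrays and 2096 with the methods' t-test, and after quantile normalization that test gave 76 genes, or 83 and 65 probes with the probes of the table. It was 0 to 5185 with each array left out, the highest without P3 ACM replicate 1. The arrays left out alter the shared estimate of the spread.

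The number at P3 was 438. It was 159 with normexp, 1517 in the table of the authors, 1215 with no filter on dim probes, 242 over probes well above background on all 12 arrays, 172 with the methods' t-test, 683 with slide as a block, 261 with slide as a random block, 723 without the limit on p, 1839 by the unadjusted p alone and 0 with the adjusted p. Quantile normalization with the methods' t-test gave 228 genes, 206 probes when only probes of the table were counted, and 179 when these were chosen first, and the table with that test gave 1356. With each array left out it ranged from 298 to 1255. The number at an adjusted p of 0.05 was 0 to 1 at P3, 0 to 1379 over both passages and 0 to 4125 for the difference between passages when arrays were left out, and 0 under the other settings chosen before seeing the data. Of the settings chosen after, the table with the methods' t-test gave 220 probes at P3, slide as a block after quantile normalization 1 gene at P3 and 4 over both passages, and the methods' t-test after quantile normalization 3 over both passages.

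The cell adhesion list at P1 was higher with a camera p of 0.166, and it stayed higher in the other settings except in the table of the authors (lower, 0.502). Only fry brought it under 0.05 (0.025), though not after quantile normalization (0.0711), and with arrays left out the p was 0.0589 to 0.374. At P3 (0.181) it was lower in the table (0.184), 0.0151 with slide as a block, and 0.019 to 0.787 with arrays left out, the lowest without P3 DMEM replicate 3. The extracellular matrix list at P1 (lower than the other genes, 0.724) was higher against no change by fry (0.00381, and 0.0717 after quantile normalization). By camera it was higher than the other genes after quantile normalization (0.404), in the table (0.252) and with slide as a block (0.0811), and with arrays left out its p was 0.517 to 0.962, the last in the other direction without P1 ACM replicate 3.

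NFASC at P1 (0.48) passed an unadjusted p of 0.05 in limma but not by the methods' t-test (0.48) or with slide as a random block (0.38), and ranged from 0.34 to 0.67 with arrays left out, where 4 of 6 choices lost the call and 2 kept it. L1CAM (1.08 to 1.42) and NCAM2 (1.15 to 1.28) kept their call when arrays were left out and lost it with slide as a random block (0.67 and 0.67).

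With slide as a block, values at P1 were 0.16 for NFASC, −0.21 for L1CAM, −0.34 for NCAM2, −0.63 for SHH, −0.12 for ITGAM, −0.80 for USP9Y, −0.077 for ABCC13, −0.75 for C20orf173 and −0.27 for CCR9, and at P3 −0.042 for TMEM26, all but NFASC reversed. In the table of the authors, whose labels conflict with those of the arrays, reversed values at P1 were −0.044 for NFASC, −0.22 for L1CAM, −0.32 for NCAM2, −0.15 for SHH, −1.90 for C20orf173, −0.97 for CCR9, 1.17 for NPTX1, 1.58 for CBLN3 and 0.57 for INSIG1, and at P3 −0.48 for NFASC, −1.06 for L1CAM, −1.21 for NCAM2, 0.62 for FUT4, −1.11 for ITGAM, −1.06 for ECSCR, −0.39 for SRGN, 1.39 for SBSPON, 1.85 for JAKMIP2-AS1, 2.19 for DDC and 0.90 for SYNPO2. USP9Y, ABCC13, TMEM26 and JAKMIP2-AS1 have a group with no array well above background, so these values rest on signal at background and show a direction only. Apart from the adhesion targets at P1, there were 730 values of single genes under the alternatives. Of these, 636 kept their side of the unadjusted p of 0.05 and, where past it, their direction, 54 lost the call, 4 gained it, 12 stayed without a call but moved by more than the SD, and 24 reversed. Of the reversed values, 17 came from the table of the authors under its own labels and 7 from slide as a block.

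With the replicate block, 3494 genes passed at P1 and 509 at P3, the cell adhesion list (0.171 at P1 and 0.128 at P3) and the extracellular matrix list at P1 kept their side and no call of the counts, these lists or the adhesion targets changed. The other lists were not run with it. Of the other single genes, only PROM1 at P3 changed its call, from an unadjusted p of 0.254 to 0.0139. Scan date was not run, since all arrays were scanned on 1 day. Genes that a filter or the table left out have no value under it. Signal over background limits the dim genes, since 74.2% to 80.2% of all probes were well above background on slide 2 against at least 88.1% on the other slides.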

Differences from the paper's values

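The paper gives 973 differentially expressed genes in total, against 3439 here at P1. Of the alternatives set before the data were examined, quantile normalization (1133), probes well above background on all 12 arrays (902) and 6 ACM against 6 DMEM arrays pooled over the passages (909) lie within 1.5 times of the paper's number. The other alternatives do not: normexp with quantile normalization (224), the table of the authors (391), no filter (3830), only the P1 arrays (3717), trend and robust (3391), the methods' t-test (3262), the replicate block (3494), slide as a block (531), counting probes (3979), gene means (3527), the fold change alone (3889), the unadjusted p alone (6069), the adjusted p (0) and each array left out (2424 to 4023). Of the settings chosen after seeing the values, quantile normalization with the methods' t-test gave 959 genes. With the probes of the authors' table in addition and probes counted, it gave 971, of which 754 were higher and 217 lower, and 953 when those probes were chosen before quantile normalization. The same test on the table under its own labels gave 221. A related count, also chosen after seeing the values, took each column of the table as the array it ranks as and came to the paper's 973 with the paper's 756 as the higher genes. It is not used as a result, since it assigns columns by their values.

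The paper gives 756 genes as more than 2-fold changed, against 3439 here. Quantile normalization (1133), probes well above background on all 12 arrays (902), slide as a block (531) and the pooled comparison (909) lie within 1.5 times of it, as do the settings of 959, 971 and 953 chosen after seeing the values, and the other alternatives do not. Among the 3439 genes all are more than 2-fold changed, because both thresholds were applied together. The related count given above had 756 as its higher genes. Read so, the values to set beside the 756 are 3414 here, 904 after quantile normalization and 754 in the setting of 971.

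The paper states that adhesion genes were enriched among the genes higher in ACM. With the list used here, the odds ratio was 1.47 (Fisher's exact test, p = 0.148), and at P1 the set reached an unadjusted p under 0.05 only by fry (0.025), and not after quantile normalization (0.0711). That odds ratio is for the main setting, which called far more genes than the paper. Fisher's exact test was not run on the genes called by the methods' t-test after quantile normalization, whose count lay nearer to the paper's. The paper's legend presents NFASC as changed significantly on the arrays. Here NFASC was 0.48 higher on the log2 scale at P1, under 2-fold, by its brightest probe, 0.55 and 0.81 by its other probes, and limma's adjusted p was 0.176 for the first.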

Other observations

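The gene list tests and the splits of the arrays were set before the data were examined. The tests of the amino acid list by passage, of slide, scaling and background for the excess of higher genes, of the distance between arrays, of the share well above background, of the conflicting labels and of the cholesterol list under other settings were chosen after the results were seen.

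At P1, 3414 of 3439 genes past the thresholds were higher in ACM (99.3%). The real split gave more genes than the other 9 of the 10 splits of these arrays (21 to 461), so 1 of 10 is as large, which is the smallest share 3 arrays against 3 can give, and chance cannot be excluded by it. At adjusted p 0.05 all 10 of 10 gave as many, which the real count of 0 fixes, so this says nothing on chance. Among the 4 splits that part all 3 pairs of replicate numbers, the other 3 gave 21 to 222 genes. The real split is also the only one that follows the slides, with slide 1 against slides 2 and 3. Probes at background in DMEM are argued against as the whole explanation, because among probes well above background on all 12 arrays 97.2% of the genes past the thresholds were still higher. Slide stays open, because with slide as a block 29.2% were higher, and 49.3% when quantile normalization came first. Slide as a random block, which keeps part of the differences between slides, left 96.7% higher (405 against 14). At P1 the estimate with slide as a block links slides 1 and 2 through P3 ACM alone. It thus hangs on the single array P3 ACM replicate 1, against replicates 2 and 3 on slide 2. P1 DMEM replicate 3 does not enter it. Scaling each array to a single percentile stays open as well, because the median log2 change was 0.835 in the dimmest of 3 groups of genes and −0.08 in the brightest, and 893 of the 3414 higher genes were still called higher after quantile normalization. An effect of ACM itself on many weakly expressed genes remains open, and it was not separated from slide in these arrays.

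The share of probes well above background followed the slide. In both groups that span slide 2 and another slide, the array on the other slide lay at least 9.95 percentage points above the arrays on slide 2, which may be a difference in hybridisation between slides. Over 24719 probes well above background on all arrays, 4 of 6 arrays with both kinds of partner lay nearer to arrays of another group on their slide (0.32 to 0.58, root mean square difference in log2 after quantile normalization) than to arrays of their group on another slide (0.51 to 0.77), so slide and group cannot be told apart for this distance by these few arrays.

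The columns of the authors' table and the scanner output name different samples for all 12 arrays. A candidate explanation is that the columns are in another order than the samples, since the columns rank as the arrays of slides 2, 3 and 1, each from position 4 to position 1. Under the labels of the scanner output, quantile normalization with the probes of the table and the methods' t-test gave 971 probes past the thresholds at P1, and the table under its own labels gave 221, where the paper's number is 973. The second value argues against scanner files placed under the wrong samples, as far as the paper's number came from this test. A related count, with each column taken as the array it ranks as, came to the paper's 973 and goes the same way. Both counts were chosen among several related settings, so the order of the columns stays a hypothesis about the labels. They are not a check of the labels.

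Several lists tested what a conditioned medium could change. RNA carried over from rat astrocytes stays open. The astrocyte markers had a camera p of 0.264 at P1 (higher, 18 genes) and 0.334 at P3 (lower), and at P1 fry gave 0.0218 (adjusted 0.183) and camera after quantile normalization 0.0554, both higher in ACM. Of the abundant astrocyte genes, GFAP by its brighter probe was well above background on 3 of 6 ACM arrays. Its other probe was well above background on 2 of 12 arrays, both P1 ACM. AQP4, well above background on all 12 arrays, differed by −1.37 at P1 and −1.94 at P3. VIM, GLUL and CLU (−0.18, 0.03 and −0.04 at P1) have a high level in Daoy cells, which would hide a small share, and ALDH1L1, well above background on all 12 arrays, was 1.65 higher at P1 and 1.21 higher after quantile normalization. GJB6, S100B and the brighter GFAP probe were well above background on 8, 7 and 7 of 12 arrays, too few to give a size. In direction at P1, GJB6 and S100B were higher and the brighter GFAP probe lower in ACM. APOE, well above background on all 12 arrays, was 0.88 higher at P1 and 0.04 higher at P3. Of the 18 genes of the list, 13 were higher and 5 lower at P1. How well rat RNA binds these human probes was not tested. Depletion of amino acids would raise the amino acid deprivation list, which was lower at P1 (1.91e-12, 28 of 30 genes), also after quantile normalization (2.82e-07) and with slide as a block (0.0196). Depletion is thus argued against at P1, though fry gave 0.149 for the fall. At P3 the list was lower (9.11e-05) but higher with slide as a block (5.38e-11), so there depletion cannot be told apart from slide. The hypoxia list was lower at P1 (1.39e-05) and P3 (6.33e-05) and higher with slide as a block at both (0.008 and 0.000194), so lower oxygen stays undecided. The cell cycle list was lower at P1 (1.94e-06, 35 of 39 genes) and higher there with slide as a block (0.0179). At P3 it was lower in both fits (0.00519, and 4.22e-08 with slide as a block), but after quantile normalization neither passage had a clear fall (0.146 and 0.385), so a change in growth stays undecided too. The interferon list was lower at P1 (3.97e-09) and P3 (4.01e-11) and not with slide as a block (0.58 and 0.669). The NF-kB list was lower at P1 (0.000465) and higher at P3 (0.0332), and in the same directions with slide as a block (0.000722 and 1.3e-10). The TGF-beta list was lower at both passages (0.0379 and 0.0482) although its median at P1 was 0.07. It was higher at P1 with slide as a block (0.00138) and did not move after quantile normalization (0.944 and 0.489). The hedgehog list gave 0.66 and 0.061, and 0.157 and 0.00823 (higher) with slide as a block. The cell adhesion list gave 0.181 at P3 and the extracellular matrix list 0.346, both higher. These are unadjusted camera values. Those with slide as a block hang on a single array, P3 ACM replicate 1 at P1 and P1 DMEM replicate 3 at P3. No list had an adjusted value under 0.05 by fry (lowest 0.0839, for the extracellular matrix at P1) or with an estimated correlation (lowest 0.516).

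The cholesterol synthesis list was lower in ACM, in 23 of 25 genes at P1 and 22 of 25 at P3, with a camera p of 9.75e-12 at P1 and 4.88e-05 at P3. Lipid depletion of the medium would raise it, and is argued against by this direction. Slide and scaling are argued against as the whole explanation, since the list stayed lower with slide as a block (1.71e-10 at P1, 24 of 25 genes, and 2.77e-21 at P3) and after quantile normalization (5.33e-09 at P1, 25 of 25 genes). By fry the values were 0.0908 at P1 and 0.204 at P3, and 0.0606 and 0.0121 with slide as a block. Camera with an estimated correlation gave 0.071 and 0.25, and 0.0777 and 0.0197 with slide as a block. In the table of the authors under its own labels the list was higher at P1 (2.96e-10). A candidate explanation is that ACM brings lipid that lowers sterol synthesis. It is a hypothesis that depends on the labels of the scanner output and on the correlation among these genes. With slide as a block at P1 it also rests on the single array P3 ACM replicate 1. It was not tested beyond these lists.

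The named genes at P3 had adjusted p values from 0.195 to 0.659 in limma. LINC01235, BEST3 and TMEM26 were not well above background on any P3 DMEM array (0 of 3), and in ACM on 3, 2 and 1 of 3 arrays. LINC01235 was at least 11.4-fold higher in ACM. BEST3 and TMEM26 are given no size, since part of their ACM arrays were at background too. ECSCR and SRGN were 2.51 and 2.49 higher on the log2 scale. ECSCR was well above background on 2 of 3 DMEM arrays. SBSPON and DDC differed by −3.39 and −3.29. Fitted with slide as a block, ECSCR (1.68), SBSPON (−2.71) and DDC (−1.05) no longer had an unadjusted p of 0.05 or less (0.162, 0.0565 and 0.42), and SRGN (3.21) did. PIP5K1P1 and SYNPO2 differed by −3.26 and −2.73, but were well above background on only 1 of 3 ACM arrays, so these values rest mainly on signal at background. JAKMIP2-AS1, on no P3 ACM array well above background, was at least 3.38-fold higher in DMEM. With slide as a block, LINC01235, BEST3, PIP5K1P1, SYNPO2 and JAKMIP2-AS1 kept their direction and an unadjusted p of 0.05 or less, and TMEM26 reversed. These values rest in part on signal at background, so only their direction is read. All values at P3 with slide as a block also hang on the single array P1 DMEM replicate 3.

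At P3 the difference of NFASC was 0.60 (adjusted p = 0.659 in limma), of L1CAM 0.47 and of NCAM2 0.39. Without P3 ACM replicate 1, on slide 1, the differences were −0.07 for L1CAM and −0.11 for NCAM2. Adjusted over the list alone, 0 genes passed at P3.

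Of the other markers that the paper measures as protein, PROM1, which encodes CD133, was well above background on 5 of 12 arrays, 1 of 3 in each medium at P1, where no fold is given. At P3 these were 0 of 3 ACM and 3 of 3 DMEM arrays, with PROM1 at least 1.48-fold higher in DMEM (unadjusted p of 0.254 in limma, 0.0139 with the replicate block, and 0.652 with slide as a random block). Fitted with slide as a block it turned to higher in ACM (0.692), and the 3 DMEM arrays lay on slide 3 and 2 of the ACM arrays on slide 2, so the direction at P3 is open. At P1, NES differed by 0.07, POU5F1 by −0.06, SOX2 by 0.04 and FUT4, for CD15, by −0.17, with limma adjusted p values of 0.914, 0.964, 0.976 and 0.703. The other NES probe differed by −0.43 at P1 and 0.68 at P3. After quantile normalization NES was −0.15 and SOX2 −0.25. SHH was 0.92 higher (adjusted p = 0.165 in limma), 0.07 after quantile normalization and −0.63 with slide as a block. CCL2 was −0.51 and STAT3 −0.02. ITGAM was 0.50 higher. IL4 was well above background on no array (0 of 12). ACTB, the loading control of the western blots, was −0.02 at P1 and −0.72 at P3 by its brightest probe, −0.30 at P3 after quantile normalization, and −0.64 at P1 and 0.27 at P3 by its other probe.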
